A study of Danio rerio with 2 samples.

How the data were processed

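Trunks of zebrafish embryos at 27 hours post fertilization were dissociated, and cells carrying a kdrl-driven mCherry reporter of endothelial cells were sorted by fluorescence and taken through droplet-based single-cell RNA sequencing of transcript 3′ ends, per the labels' protocols. There was 1 wildtype library and 1 library of fish with a miR-223 mutation. Both lines also carried an eGFP reporter driven through a KalTA4 activator inserted at miR-223, and the labels give the activator a different allele number in each line.

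The deposited matrices hold raw UMI counts (unique molecular identifiers, 1 per captured transcript) per gene and cell, not normalized, and their file headers name software version 3.0.2. The aligner, the genome build, the annotation release and the rule by which barcodes were taken as cells were not stated. No barcode had fewer than 500 UMIs. The feature table lists 27771 genes by Ensembl identifier, of which 715 repeat a symbol. A further table from the authors gives the mean UMI count per cell of each of 15 numbered clusters in each library, for 17822 genes. For each column a number of cells was found at which all of its values became whole sums of UMIs (534660 values, 100% whole within a tolerance of 1e-06), which gave the number of cells (6227 wildtype, 6125 mutant) and the summed UMIs of each cluster. The filter and the clustering behind that table were not stated. Its clusters had means of at most 9241 UMIs per cell, while erythroid-like cells kept here had medians of 30895 (wildtype) and 27703.5 (mutant). That table therefore lacks the deeper cells or part of their UMIs. The same table also lists the reporters mCherry-Hras, eGFP and GAL4, which the matrices' feature table used here does not list.

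From the matrices, cells with at least 500 detected genes and at most 10% mitochondrial UMIs were kept, which left 7520 wildtype and 8464 mutant cells. Doublets were called in each library with Scrublet (in scanpy 1.11.5, expected share 6%) and removed. The caller marked 39 wildtype cells (0.519%) and 224 mutant cells (2.65%), so it acted unevenly on the libraries and, in the wildtype library, lay just above the 0.5% under which such a caller is taken to have failed, and 7481 and 8240 cells remained. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen across both libraries, and the cells of both libraries were clustered together on 30 principal components and 20 nearest neighbours with the Leiden method (leidenalg 0.10.2, resolution 1) with no batch correction. Clusters were named from marker lists fixed before the data were examined, by a scoring that was not fixed in advance. A cluster took the class with the highest mean log2 fold of its markers over the lower quartile of all clusters, with a pseudocount of 10 CPM (UMI counts scaled to a common depth), and stayed unnamed with fewer than 3 markers raised 2-fold, with more markers of another class than of its own among its 10 leading genes, or with shallow cells and no own marker among those genes. An endothelial-like cluster was arterial-like or venous-like where its markers of 1 kind lay above and those of the other kind below the pool of endothelial-like cells, unless its leading genes had more markers of the other kind. The names were rebuilt here and need not match those of the study.

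With 1 library per group there was no replicate, no test across samples was possible, and no p-value is given. Shares of cells have exact (Clopper-Pearson) binomial 95% intervals, differences of shares have Newcombe intervals, summed counts have exact Poisson intervals, and ratios of 2 counts have exact conditional intervals. Where a count was 0, the limit given is instead that of 3 counts of the total, a one-sided 95% limit that lies below the upper end of the exact interval. All of them cover counting error only and leave out differences between clutches, sorts and library preparations. Intervals of summed UMIs and of their ratios treat each UMI as independent. They therefore also leave out variation between the cells of a library and are too narrow where cells differ. Batch and genotype cannot be told apart in this design.

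Gene levels are CPM of UMIs summed over the cells of a class in a library. Log2 ratios are mutant over wildtype with a pseudocount of 1 CPM, which understates changes of low genes. For 3 gene lists fixed in advance (N-glycan synthesis, 63 symbols; hematopoietic, 16; cell cycle, 28), the median log2 ratio over features with a mean of at least 5 CPM was set against 10000 random lists of the same size matched on mean expression. Of the listed symbols, st3gal3 was not matched, and alg5, rrm2 and ube2c matched 2 features each, both of which entered where they were expressed. A counting interval for each median came from 200 Poisson redraws of the counts. The genes named in the text are 9 fixed in advance for the study's subject and, over endothelial-like cells, the 5 highest and 5 lowest log2 ratios among genes with a mean of at least 100 CPM whose direction was kept under 3 scalings (all UMIs, without mitochondrial, ribosomal protein and globin genes, and by the median ratio of genes with at least 50 CPM).

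The steps were tested on simulated data drawn from the mean profile of both libraries. Of 200 genes changed at least 2-fold among 7017, all 200 came out in the right direction with a median error of 0.05 on the log2 scale, and all 10 genes with the highest and lowest log2 ratios at that expression were truly changed. A simulated list of 40 genes raised by 0.25 gave a median of 0.25, and 10 of 200 unchanged lists fell above the 95th percentile. These draws held counting noise only, with independent genes and no batch difference, an easy case. Smaller changes of single genes and lists of genes that vary together were not tested. Of 2070 simulated cells of 6 classes, 100% were named correctly, an easy case because each class expressed its own markers strongly and the libraries had no batch difference.

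The alternatives planned before the data were examined were a stricter cell filter (at least 1000 genes and at most 5% mitochondrial UMIs), every deposited barcode, doublets kept, Leiden resolutions of 0.5 and 2, each library clustered alone, clustering without the listed genes, thinning each cell to 2000 UMIs, a gate on marker genes in place of clusters, other scalings, a pseudocount of 10 CPM, the mean over cells of each cell's CPM, arterial-like cells alone, all kept cells, and a minimum of 20 CPM for list genes. The alternatives for clustering and for every barcode were run for shares only, and 8 alternatives were run for single genes. The authors' clusters, other denominators and every alternative for the myeloid and erythroid shares were added after the data were seen. The shift of genes with a match to the miR-223 seed in their 3′ untranslated region was not run, because no transcript sequences were used here. Gene order, used in a single check, came from a reference table of assembly GRCz12tu and from no coordinate of the data.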

Results

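Single-cell transcriptomes of sorted zebrafish trunk cells were compared between a wildtype library and a library of fish mutant for miR-223, a microRNA of blood cells and their precursors. At this stage, 27 hours post fertilization, some endothelial cells of the dorsal aorta turn into blood stem and progenitor cells, and the study asked how the N-glycan machinery and miR-223 bear on that transition. The wildtype library held 8702 cell barcodes and 92241952 UMIs, with a median of 7315.5 UMIs and 1832 genes per barcode. The mutant library held 9176 barcodes and 125149083 UMIs, with a median of 9162.5 UMIs and 2076 genes. After filtering, 7481 wildtype cells (median 8316 UMIs) and 8240 mutant cells (median 9778 UMIs) entered the comparisons. Each group was a single library, so every difference below compares 2 libraries, has no replicate check, and cannot separate genotype from clutch, sort or library preparation.

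The targeted gene, mir223, was not analysed here. The genotypes were therefore taken from the labels, unchecked by expression.

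The first comparison was of the kinds of cells in each library. Endothelial-like cells made up 70.3% of wildtype cells (5259 of 7481, exact binomial 95% interval 69.2 to 71.3%) and 54.5% of mutant cells (4491 of 8240, 53.4 to 55.6%), a difference of -15.8 percentage points (Newcombe interval -17.3 to -14.3). Erythroid-like cells accounted for most of the remainder, with 17.4% of wildtype cells (16.5 to 18.3%) and 32.2% of mutant cells (31.2 to 33.2%). Heat shock genes (hsp70l, hsp70.1 and hsp90aa1.2) were among the leading genes of some erythroid-like clusters. Myeloid-like cells made up 2.59% of wildtype cells (2.24 to 2.98%) and 4.67% of mutant cells (4.23 to 5.15%). The muscle-, mesenchymal-, neural-, epidermal- and notochord-like classes together made up 6.30% of wildtype cells (5.76 to 6.87%) and 6.35% of mutant cells (5.83 to 6.90%), which did not differ beyond counting error. A single cluster with leading genes of the pronephros stayed unnamed (31 wildtype and 37 mutant cells). With erythroid-like cells left out of the denominator, an alternative chosen after the data were seen, the difference in endothelial-like share shrank to -4.73 points (85.1% of wildtype and 80.4% of mutant cells), the largest move of this value among the alternatives tried.

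**Figure D1:**
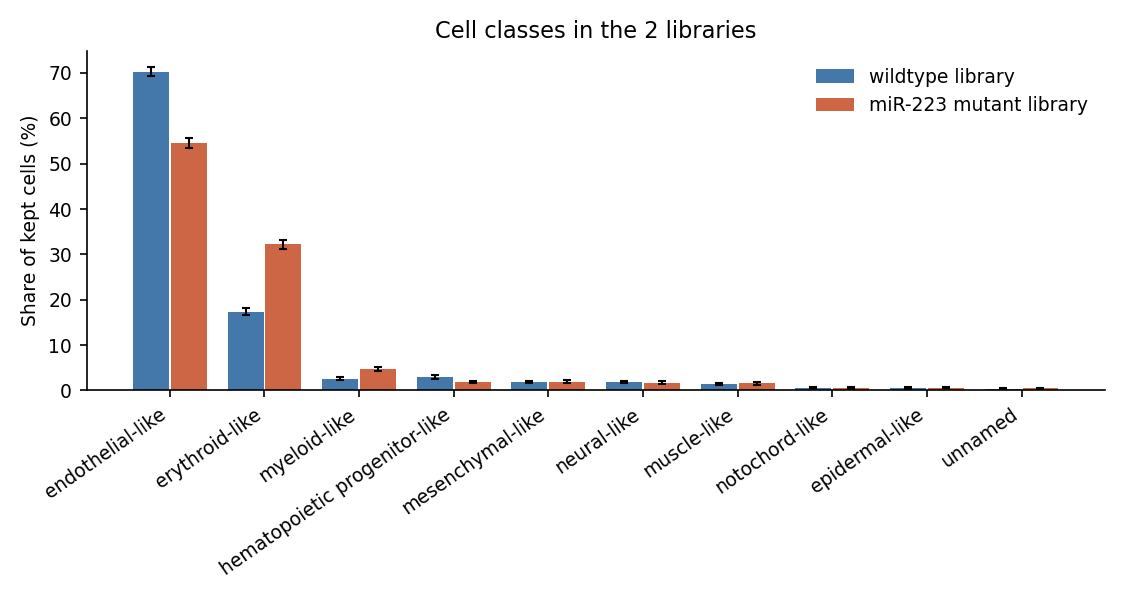
Share of kept cells (%, vertical axis) in each cell class, with wildtype (blue, 7481 cells) and miR-223 mutant (orange, 8240 cells) bars and exact binomial 95% intervals for counting error. Endothelial-like cells fell from 70.3% to 54.5% while erythroid-like cells rose from 17.4% to 32.2%.

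The share of hematopoietic-progenitor-like cells bore on a part of the study's main question, whether more or fewer endothelial cells had turned toward blood in the mutant. It does not trace where these cells came from, and their kdrl was low (29.0 CPM in wildtype, 30.3 in mutant). Endothelial cells early in the transition may lie outside this class. At resolution 2 a cluster led by nanos1, spi2, gata2b and gfi1aa (282 wildtype, 195 mutant cells) stayed unnamed and entered neither part of the share. Among endothelial-like and progenitor-like cells together, progenitor-like cells made up 4.103% in the wildtype library (225 of 5484, 3.59 to 4.66%) and 3.27% in the mutant library (152 of 4643, 2.78 to 3.83%). The difference was -0.83 percentage points, with a Newcombe interval of -1.56 to -0.09 that lay close to 0. This direction did not hold up. When each library was clustered alone, the share was 4.09% in wildtype and 5.30% in mutant cells, a difference of 1.21 points (0.37 to 2.08) the other way. In the authors' clusters, an alternative chosen after the data were seen, the progenitor-like cluster held 183 of 6227 wildtype cells (2.94%, 2.53 to 3.39%) and 184 of 6125 mutant cells (3.004%, 2.59 to 3.46%), which did not differ beyond counting error. Over the same kind of denominator, all kept cells, the clusters built here gave 3.01% and 1.84%. A gate on marker genes without clusters, after thinning to 2000 UMIs per cell, found 10 of 3249 wildtype cells and 12 of 3126 mutant cells and could not resolve a difference at this depth. In the background, 0 of 432 wildtype and 0 of 483 mutant cells of the muscle-, mesenchymal-, neural-, epidermal- and notochord-like classes passed the gate, which by the limit of 3 counts allows shares of up to 0.694% and 0.621%.

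**Figure D2:**
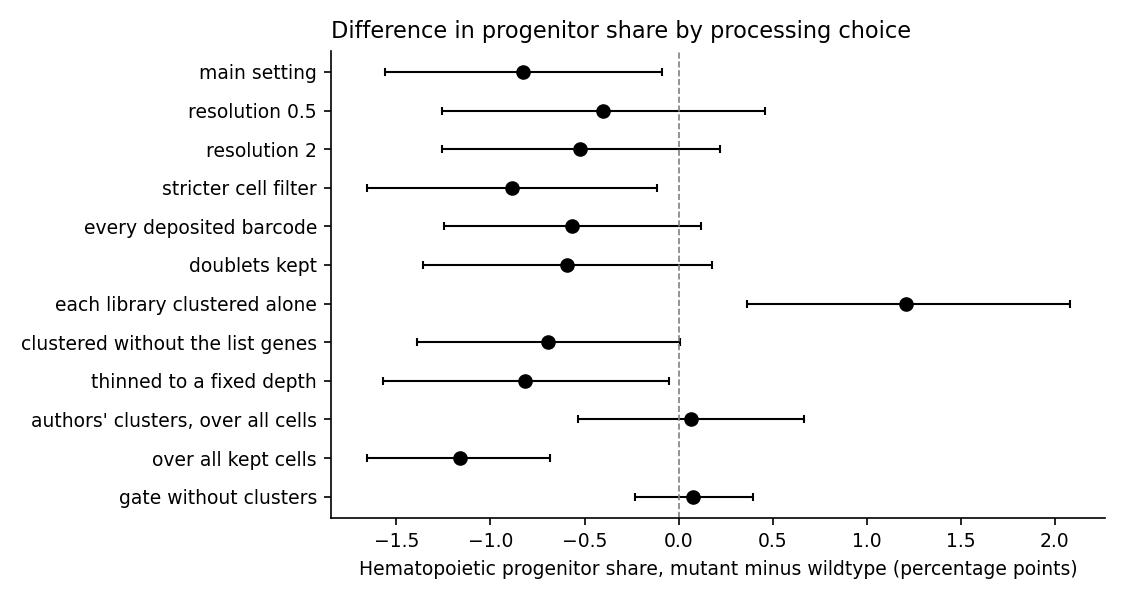
Difference in the hematopoietic-progenitor-like share, mutant minus wildtype (percentage points, horizontal axis), under the main setting and each alternative, with Newcombe 95% intervals for counting error and a dashed line at 0. The main value of -0.83 and 8 of 11 alternatives lie below 0, and clustering each library alone gives 1.21.

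Arterial-like cells, the endothelial kind from which progenitors arise, made up 28.5% of endothelial-like cells in the wildtype library (1500 of 5259, 27.3 to 29.8%) and 27.0% in the mutant library (1211 of 4491, 25.7 to 28.3%). The difference of -1.56 points had an interval from -3.34 to 0.23 and was within counting error. This call depended on the processing: intervals excluded 0 in the same direction under 3 of 8 alternatives, which were resolution 0.5 (-3.76 to -0.23), every deposited barcode (-4.73 to -1.10) and each library clustered alone (-8.45 to -4.70). Clustering each library alone moved it most, to -6.58 points. In that setting, a cluster led by apoc1 and aqp8a.1 was arterial-like in the wildtype library (388 of 1741 arterial-like cells). Its counterpart in the mutant library (500 cells) was endothelial-like but not arterial-like. The value of -6.58 and its interval therefore depend on how that cluster was named.

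Gene levels were compared over endothelial-like cells, which carried 38903113 UMIs in the wildtype and 33048329 in the mutant library. The 9 genes fixed in advance were genes of N-glycan synthesis and transport, of blood specification, and endothelial markers. The mannosyltransferase gene alg2 (ENSDARG00000070399) was at 10.6 CPM in the wildtype (411 UMIs, Poisson interval 9.57 to 11.6) and 10.7 CPM in the mutant library (352 UMIs, 9.57 to 11.8). The lectin gene lman2lb was at 31.7 CPM (29.97 to 33.5) and 31.0 CPM (29.1 to 33.0). For both genes the difference was within counting error. No UMI of the sialyltransferase gene st3gal2 was counted in either library, which by the limit of 3 counts allows up to 0.0771 CPM in wildtype and 0.0908 CPM in mutant endothelial-like cells (exact Poisson upper ends 0.0948 and 0.112 CPM), so no difference could be measured. None was counted over all kept cells either. A feature whose transcripts were not countable here was therefore not ruled out, and the limits hold only if they were. Among the blood genes, runx1 had 14 and 7 UMIs (0.36 and 0.21 CPM), myb was at 3.26 and 3.21 CPM, gata2b at 6.22 and 5.75 CPM, and spi1b at 1.03 and 1.27 CPM in the wildtype and mutant libraries, each with overlapping intervals. The endothelial markers were higher in the mutant library by more than counting error, kdrl with 208 CPM (203 to 212) against 228 CPM (223 to 234) and cdh5 with 433 CPM (427 to 440) against 491 CPM (483 to 498). Summed over all kept cells in place of endothelial-like cells, which moved these values most, both markers were lower in the mutant library (log2 ratios of -0.43 for kdrl and -0.45 for cdh5). In the same sums, alg2, lman2lb and gata2b were also lower in the mutant library by more than counting error, with folds of 0.869 (0.784 to 0.963), 0.742 (0.693 to 0.794) and 0.567 (0.480 to 0.670). There spi1b was higher in the mutant library beyond counting error, with a fold of 1.12 (1.06 to 1.17). In the progenitor-like cells, myb was at 291 CPM (271 to 313) in the wildtype and 378 CPM (347 to 411) in the mutant library, and spi1b at 85.5 CPM (74.6 to 97.4) and 131 CPM (113 to 150). Both genes belong to the markers of blood classes, so these levels move with which cells a cluster takes in.

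**Figure D3:**
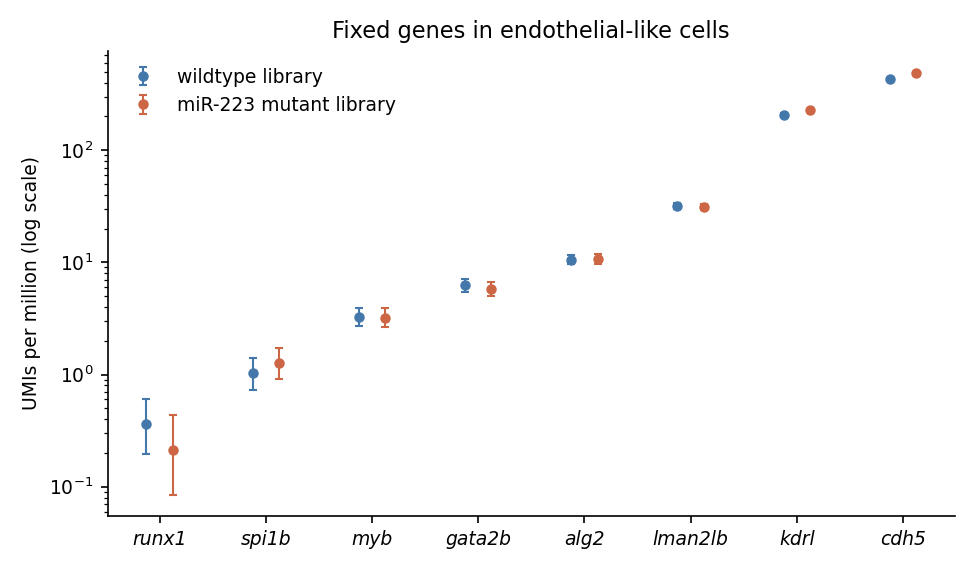
CPM (vertical axis, log scale) of the fixed genes in endothelial-like cells of the wildtype (blue) and miR-223 mutant (orange) library, with exact Poisson 95% intervals for counting error. The N-glycan genes alg2 and lman2lb overlap between libraries, kdrl and cdh5 are slightly higher in the mutant library, and st3gal2, with 0 UMIs in both, is not drawn.

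The list comparison asked whether N-glycan genes as a set were shifted in mutant endothelial-like cells. The 41 listed features with at least 5 CPM had a median log2 ratio of 0.01 (counting interval -0.01 to 0.08). This was at percentile 25.1 of 10000 random lists of like expression, whose middle 95% ran from -0.05 to 0.13, so the list did not stand apart. Its members went both ways, with 22 of the 41 higher in the mutant library, and a median does not show such changes. Some members differed beyond counting error. Among the higher were stt3a (intervals of the log2 ratio 0.46 to 0.91) and man1a1 (0.37 to 0.57). Among the lower were dpm2 (-0.52 to -0.31) and stt3b (-0.47 to -0.21). Summing over all kept cells moved the list median most, to -0.20 at percentile 9.83, where the median of all 7014 features tested was itself -0.10. The hematopoietic list had 8 features above the minimum and a median of 0.13 (0.03 to 0.21) at percentile 83.0, within the range of random lists. It lay beyond that range over all kept cells, at percentile 97.6, and over all cells of the authors' table, at percentile 99.99, where the mix of cells differs between the libraries. The cell cycle list had 28 features and a median of 0.16 (0.15 to 0.23) at percentile 99.3. Of these, 26 were higher in the mutant library, and the median over all 7219 features tested was 0.04. The symbol rrm2 has 2 features on that list, which moved apart (50.3 to 30.7 CPM and 115 to 174 CPM), so reads divided between like copies were not ruled out and each value is uncertain. These percentiles describe the 2 libraries and are not tests.

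**Figure D4:**
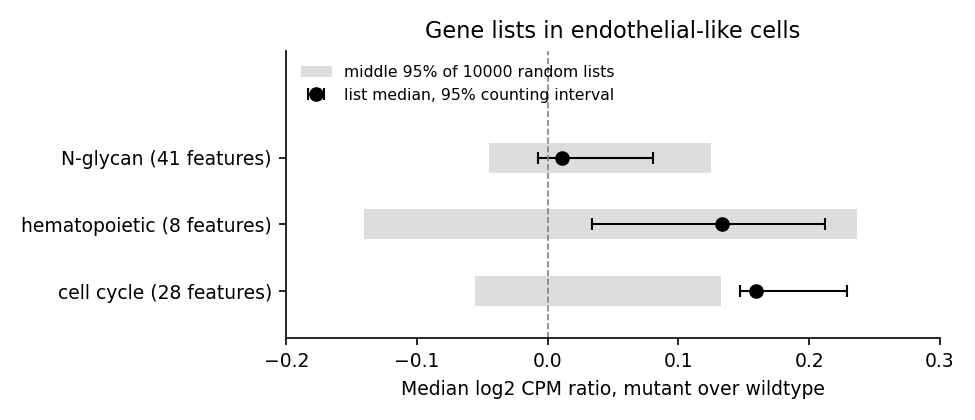
Median log2 CPM ratio, mutant over wildtype (horizontal axis), of 3 fixed gene lists in endothelial-like cells, with 95% counting intervals (black) over the middle 95% of 10000 random lists matched on expression (grey) and a dashed line at 0. The cell cycle list, at 0.16, lies above its random lists, and the N-glycan list, at 0.01, lies within them.

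The largest differences in endothelial-like cells, among 1126 genes with a mean of at least 100 CPM, were led by the linker histone gene histh1l (ENSDARG00000035519), which fell from 2238 to 28.6 CPM, a log2 ratio of -6.24. It was followed by gchfr (ENSDARG00000098588) at -3.42, from 245 to 22.0 CPM, rnaset2 (ENSDARG00000036282) at -1.83, from 400.3 to 112 CPM, the globin gene hbbe1.2 (ENSDARG00000115405) at -1.80, from 556 to 159 CPM, and anxa4 (ENSDARG00000036456) at -1.58, from 317 to 106 CPM. The globin gene is a product of erythroid cells, where it was at 25985 CPM in the wildtype and 7059.5 CPM in the mutant library, and has close copies. Its wildtype level in endothelial-like cells lay among those of other classes. These were 379 CPM in muscle-, 473 in mesenchymal-, 615 in progenitor- and 751 CPM in myeloid-like cells. RNA from erythroid cells was therefore not ruled out as its source in endothelial-like cells. On the other side, si:dkey-85k7.7 (ENSDARG00000101135) rose from 55.2 to 198 CPM with a log2 ratio of 1.82, si:dkey-286j15.3 (ENSDARG00000071036) from 56.0 to 149.5 CPM with 1.40, sqstm1 (ENSDARG00000075014) from 81.4 to 175 CPM with 1.09, zgc:165573 (ENSDARG00000102482) from 107 to 230.4 CPM with 1.09, and pdia6 (ENSDARG00000009001) from 120.1 to 257 CPM with 1.09. All 10 differences were larger than counting error and kept their direction under the 8 alternatives run for single genes, of which 3 could not change it (2 scalings by the naming rule and the pseudocount by construction). The shift of genes with a miR-223 seed match was not analysed here.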

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

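The tests in this part were chosen after the reporter values had been seen. The authors' table counts transcripts of the reporters, which no comparison of the report uses, and these signals lay far above 0 in the expected cell classes. Intervals cover counting error of UMIs only and leave out variation between cells, which weighs most in clusters of few cells. Clusters are numbered as in that table.

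The eGFP reporter, driven through the KalTA4 activator at miR-223, was higher in the mutant library in the progenitor-like and both myeloid-like clusters. In the progenitor-like cluster 8 its CPM rose 1.44-fold (1.36 to 1.53), from 10.7 to 15.2 UMIs per cell (183 and 184 cells). In the myeloid-like cluster 11 it rose 1.98-fold (1.78 to 2.20), from 20.7 to 39.7 UMIs per cell, over only 18 wildtype and 157 mutant cells. In the myeloid-like cluster 14 it rose 3.23-fold (2.73 to 3.83), from 5.33 to 21.9 UMIs per cell (33 and 30 cells). Elsewhere it went both ways. In the endothelial-like cluster 6 there were 0.0611 UMIs per cell in the wildtype library, no more than in mesenchymal-like cells (0.0782), and 0.383 in the mutant library, so no fold is given. The log2 ratio was -1.08 (-1.55 to -0.61) in the endothelial-like cluster 5 and -1.50 (-1.70 to -1.29) in the unnamed cluster 0. Cluster 0, closest to endothelial-like cells, held 283 wildtype and 1846 mutant cells. The endothelial-like cluster 2 held 1925 and 31, so both clusters were split by library. The ratio in cluster 0 may thus compare unlike cells. There were 0.355 eGFP UMIs per cell in mutant cluster 0 and 0.335 in wildtype cluster 2. As a background, there were 0.0204 and 0.0556 UMIs per cell in neural-like and 0.0782 and 0.0796 in mesenchymal-like cells. A reporter stronger by 1 factor in every cell was argued against by the erythroid-like cluster 4, where the log2 ratio was 0.0724 (-0.04 to 0.18). The activator's allele differed between the lines, and with 1 genotype per allele it and the miR-223 genotype cannot be told apart. Differences in cell state within a cluster were not tested and stay open. An effect of the mutation on its own promoter also stays open. The table's GAL4 counts, which may reflect the activator, were too few to decide. The GAL4 log2 ratio was 0.38 (-0.43 to 1.19) in cluster 8 and 0.04 (-0.91 to 1.15) in cluster 11. In cluster 14 there were 0 wildtype and 2 mutant GAL4 UMIs.

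The mCherry-Hras reporter, on which the cells were sorted, was 1.77-fold (1.63 to 1.92) higher in the mutant library in the arterial-like cluster 3. More transcription from the kdrl promoter was argued against, since the log2 ratio of endogenous kdrl there was 0.15 (0.06 to 0.25) against 0.82 (0.71 to 0.94) for the reporter, a difference of 0.67. The reporter and kdrl also lay apart in the endothelial-like clusters 5 (0.72 and 0.04) and 6 (0.70 and -0.10). In cluster 2, with only 31 mutant cells, the intervals overlapped (0.12 and -0.00). Copies of the transgene, its insertion, the gate of the sort and the genotype were not tested and stay open.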

How the results depend on the processing

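The myeloid and erythroid shares, the authors' clusters and table, the progenitor share over all kept cells and the endothelial share without erythroid-like cells are alternatives chosen after the data were seen. Of 76 values of shares and lists under an alternative, 60 stayed within the main value's counting interval, 13 moved beyond it, and 3 changed the sign of a main value whose interval excluded 0. For the single genes the numbers were 110, 32 and 2 of 144. Changes of sign of a main value within counting error of 0 are counted among the others, and came to 3 for the N-glycan list.

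The progenitor share was lower in the mutant library under 8 of 11 alternatives, from -1.16 to 1.21 points over all of them. Intervals excluded 0 under only 4 of the 11, of which 3 had the lower share in the mutant library. The share went the other way with each library clustered alone (1.21), in the authors' clusters (0.0653) and under the gate without clusters (0.0761). Part of the reason for the first is in which cells were taken: of 228 progenitor-like cells of the mutant library alone, 149 were progenitor-like and 78 endothelial-like in the joint clustering, against 217 and 4 of 221 in the wildtype library. Also, 352 mutant and 90 wildtype cells that were endothelial-like jointly stayed unnamed alone. For the other alternatives the cause was not tested.

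With each library clustered alone, the arterial share moved to -6.58 points and the endothelial share to -19.8 points. The arterial value there depends on the cluster led by apoc1 and aqp8a.1, which was named arterial-like only in the wildtype library. The endothelial share moved to -14.2 at resolution 2, to -10.7 with every deposited barcode, and to -4.73 without erythroid-like cells, the last by the change of denominator. All 9 alternatives for the endothelial share and all 8 for the arterial share kept the direction, and 3 of the 8 had intervals that excluded 0, unlike the main arterial value. The erythroid share moved to 9.53 points in the authors' clusters. The cause was not tested, but erythroid-like cells there had means of 9052 (wildtype) and 9115 (mutant) UMIs. In the clusters built here their medians were 30895 and 27703.5 UMIs, so the 2 shares are not over cells of like depth. The difference in myeloid share stayed between 2.03 and 2.24 points under 9 alternatives, but its fold did not: in the authors' clusters the shares were 0.819% and 3.05%, a fold of 3.73 against 1.80 in the main setting. The difference in depth between the authors' cells and those kept here limits this fold as well.

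The N-glycan list moved to -0.0122 with median-ratio scaling and to -0.20 over all kept cells, where the cell mix differs and the median of all genes was -0.10. Its median kept its sign in 7 of 10 alternatives, and its percentile ran from 9.83 to 46.5. The change of sign with median-ratio scaling says nothing about the list, since that scaling moves every gene by the same factor (0.0251 on the log2 scale) and left the percentile at 26.2 against 25.1. The hematopoietic list was positive under all 10 and moved to 0.60 over all cells of the authors' table. Its percentile ran from 81.2 to 99.99 and lay beyond the middle 95% of random lists there and over all kept cells (97.6). The cell cycle list was positive under all 10 and moved to 0.14 with median-ratio scaling, to 0.12 with a pseudocount of 10 CPM, to 0.29 in arterial-like cells and to 0.37 over all cells of the authors' table, with percentiles from 98.8 to 100. For the list moves the cause was not tested, except that the pseudocount shrinks ratios and median-ratio scaling shifts all genes alike by construction.

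Over all kept cells, kdrl (-0.43) and cdh5 (-0.45) went the other way from endothelial-like cells, and alg2, lman2lb and gata2b, within counting error in endothelial-like cells, were lower in the mutant library beyond it (folds of 0.869, 0.742 and 0.567). Also within counting error in endothelial-like cells, spi1b was higher beyond it over all kept cells (fold of 1.12). The mix of cells differs between the libraries there. The 8 fixed genes with counts kept their direction in 55 of 64 values, and the 10 genes chosen by size in 80 of 80. Part of this was fixed beforehand, since 2 of the 8 alternatives are scalings that the choice of the 10 genes required to keep the direction, and a pseudocount cannot change a sign.

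The miR-223 seed list was not run, nor were its alternatives, including 8-mer sites only and matching on expression alone. No paired analysis was possible because the groups share fewer than 2 replicate numbers. The gate left out 577 wildtype and 389 mutant cells with fewer than 2000 UMIs and found only 10 and 12 cells. Among the cells deep enough it took 8 of 214 wildtype and 8 of 143 mutant progenitor-like cells, so it missed most of that class. The counts of runx1 (14 and 7 UMIs) and st3gal2 (0 and 0) in endothelial-like cells resolve no difference.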

Other observations

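The tests of sort purity, of blood cells of every kind, of a change restricted to endothelial cells, of depth, of 2-fold mesenchymal genes, of endothelial RNA as the source of histh1l in erythroid-like cells and of the chromosome of the named genes were chosen after the results they concern had been seen.

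Neutrophil-type cells, a myeloid-like cluster led by lyz and mpx, made up 1.50% of wildtype cells (112 of 7481, 1.23 to 1.80%) and 3.54% of mutant cells (292 of 8240, 3.15 to 3.97%), a fold of 2.37 (1.90 to 2.97). In the authors' table the cluster led by these genes held 18 of 6227 wildtype cells (0.289%, 0.171 to 0.456%) and 157 of 6125 mutant cells (2.56%, 2.18 to 2.99%), a larger difference in fold after a filter that is not stated. Its cells had means of 9241 (wildtype) and 8972 (mutant) UMIs there. The cluster built here had medians of 21851 and 17837.5 UMIs. The 2 folds are therefore not over cells of like depth, and the larger one is no separate support. A less pure sort that raised the non-blood tissues as much was argued against. Over all kept cells, muscle-, mesenchymal-, neural-, epidermal- and notochord-like cells together had a fold of 1.01 (0.888 to 1.14). That share depends on the denominator, which held more erythroid-like cells in the mutant library. Against endothelial-like cells these classes were more frequent there (471 to 5259 in the wildtype, 523 to 4491 in the mutant library). A smaller loss of purity therefore stays open. A sort that let in more blood cells also stays open, since erythroid-like cells rose too and were not part of this test. In the authors' erythroid-like cluster 4 there were only 0.0424 (wildtype) and 0.0716 (mutant) mCherry-Hras UMIs per cell. The arterial-like cluster 3 had 1.07 and 1.86. More blood cells of every kind were argued against by the other myeloid-like cluster, with a fold of 1.03 (0.757 to 1.40), although erythroid-like cells rose 1.85-fold (1.73 to 1.98). Filtering, doublet removal and clustering were argued against, since barcodes with at least 1% of their UMIs from lyz and mpx, over all deposited barcodes, made up 1.39% (121 of 8702) and 3.47% (318 of 9176), a fold of 2.49 (2.02 to 3.10). A difference between the library preparations and the miR-223 genotype cannot be told apart with 1 library per group, and both stay open.

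Endothelial-like cells separated by library. In the joint clustering 77.3% of their nearest neighbours came from the same library, against 50.1% with shuffled labels. A difference in depth was argued against, since after thinning to 2000 UMIs the share was 84.6%. A change wholly restricted to endothelial cells was argued against, since log2 ratios between the libraries went with those in mesenchymal-like cells, with a Spearman correlation of 0.61 across 387 genes at least as abundant there. The same measure was 0.61 in progenitor-like and 0.60 in muscle-like cells and weaker elsewhere, with 0.41 in neural-like, 0.38 in epidermal-like, 0.36 in myeloid-like and 0.34 in erythroid-like cells. Genes are not independent replicates, and a part of the difference limited to endothelial cells stays open. Genes that differ at least 2-fold in mesenchymal-like cells were not the main cause, since without them the excess of same-library neighbours was 21.3 points, against 27.2 points with all variable genes and 27.5 points without as many random genes. Smaller differences shared by all cells were not tested. Clutch, library preparation and genotype stay open.

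The near absence of histh1l in the mutant library held in every class tested, with log2 ratios from -6.24 in endothelial-like to -5.05 in muscle-like cells. Reads counted to another listed copy were argued against, since the largest gain of a feature named as histone H1 was 175 CPM (h1f0) against a loss of 2209 CPM; unlisted copies were not tested. In the wildtype library, RNA of endothelial cells as the source of histh1l in erythroid-like cells was argued against, since the gene was there at 56.2% of its endothelial-like level, against a median of 1.83% and at most 4.52% (kdrl) for 17 endothelial markers. Free RNA in the smaller classes was not tested. A strain variant, a library difference and the genotype were not tested and stay open.

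Variants inherited along with the mir223 locus were tested as a source of the largest endothelial differences. The 100 genes next to mir223, by the gene order of assembly GRCz12tu, had a median absolute log2 ratio of 0.20, at percentile 90.3 of 10000 random windows (middle 95% from 0.11 to 0.22), high but below the 95th percentile set in advance. Of 9 genes chosen by size that had a position, 0 lay on its chromosome, which argues against linkage for these 9. Of 7219 features, 6545 (90.7%) were matched. Smaller linked differences near mir223 stay open.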
